A study of Homo sapiens with 9 samples. Its data were reported in "A dual role for the RNA helicase DHX34 in NMD and pre-mRNA splicing and its function in hematopoietic differentiation" (2022).

How the data were processed

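RNA was measured by poly(A) sequencing in K562 cells, a human erythroleukaemia line, harvested on day 4 after transfection. The 9 libraries fell into 3 groups of 3 replicates by their labels: non-targeting siRNA (SCR), siRNA against DHX34 and siRNA against UPF1. DHX34 is an RNA helicase with a role in nonsense-mediated decay (NMD), the pathway that degrades transcripts with premature stop codons, and UPF1 is a core factor of that pathway.

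The authors quantified the reads with salmon, and the deposited table of each library gives the expected count, the TPM (a transcript's abundance relative to all others) and the effective length of each of 203027 Ensembl transcripts on GRCh38. Expected counts are the counts salmon assigns to transcripts, so they need not be whole numbers, and a shift between similar isoforms can reflect the assignment as well as the RNA. The authors' deposited gene tables hold sleuth results: for each listed gene a p-value and a q-value, and an effect b of a listed transcript on the natural log scale. In the authors' deposited splicing tables each event made by SUPPA2 has a dPSI, the difference in the fraction spliced in between knockdown and SCR, with a p-value and a mean TPM. These tables list only genes and events that passed the authors' limits, so what failed them was not used here.

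Transcripts were joined by identifier to GENCODE release 44, which is later than the annotation the authors used. The join matched 97.9% of the transcripts, which held 98.1% of the counts of each library, and 85.8% of matched transcripts had the same length in both annotations. Biotypes, gene symbols and coordinates are those of GENCODE on GRCh38. Library totals ran from 73478797 to 103625443 expected counts.

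Expected counts of the matched transcripts were summed per gene. Genes were tested with edgeR 4.0.16 in R 4.3.3 by quasi-likelihood fits, TMM size factors and filterByExpr with a minimum count of 10, on the 6 libraries of each pair of groups. A gene or transcript was called changed at a Benjamini-Hochberg adjusted p of at most 0.005. Single transcripts were fitted the same way. Transcript usage within genes was tested by diffSpliceDGE with Simes p-values per gene, at an adjusted p of at most 0.05. Gene lists were tested by camera with its preset correlation and by fry, both from limma 3.58.1. The p-values of camera, over 6 tests of 3 lists in 2 comparisons, were also adjusted by Benjamini-Hochberg. Overlaps of changed genes between the knockdowns were tested by one-sided Fisher's exact test in R, for a larger overlap only. Overlaps of listed splicing events with changed genes were tested by Fisher's exact test in both directions with SciPy 1.17.1. Single values were compared by exact two-sided permutation tests, whose smallest possible p with 3 libraries against 3 is 0.10.

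The question each comparison served, the tests, the gene lists, the rule for naming genes and most of the alternatives were set before the data were examined. Further alternatives were chosen after seeing the data: the removal of gene length and GC content trends wherever it appears, length-scaled counts for the genes up in both and for the correlation, and limma on transcript shares. The lists were 20 known NMD targets, 18 erythroid genes and 16 genes linked to acute myeloid leukaemia or myelodysplastic syndrome (AML/MDS). The study chose the AML/MDS genes on these same libraries, so a count adjusted over that list alone is not independent evidence. A list of 20 megakaryocytic markers was written after some of the changed genes had been seen. Named genes were those called changed with a mean of at least 5 CPM (counts scaled to the library total) and all 3 knockdown libraries on one side of all 3 SCR libraries: the 5 with the largest rise, the 5 with the largest fall, and for both knockdowns together the 5 up and the 5 down with the largest smaller change. Named events were the 5 with the largest absolute dPSI, one per gene, among events with a TPM of at least 10. Some genes that these rules and lists include are not reported here by name.

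The fraction spliced in (PSI) was recomputed per library from TPM over the transcripts that GENCODE assigns to each form of an event. An event counted as recovered where the recomputed difference lay within 0.01 of the dPSI in the authors' deposited table. The NMD-biotype ratio of a library is the median over genes of the log2 ratio of the TPM of transcripts annotated as NMD substrates to the TPM of protein-coding transcripts, with a pseudocount of 0.1 TPM, over genes with a mean of at least 1 TPM and an NMD-biotype mean of at least 0.1 TPM. Mean fragment length was read from the difference between the length and the effective length of long transcripts without counts.

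The fits were tested on simulated data with dispersions of the real libraries. Of 200 changed genes, 92% of those changed 2-fold were called, with 3 false calls. A set of 20 genes raised by 0.3 on the log2 scale had a camera p of 2.683e-76. In the test of transcript usage 63.5% of 200 exchanged genes were called beside 116 false calls, so a part of the usage calls on real data is expected to be false. A second test, limma on arcsine-transformed transcript shares, recovered 77.5% with 7 false calls and was added for that reason. Shared SCR libraries make the log2 fold changes of both knockdowns correlate even without a change, so 20 sets of unchanged groups were simulated, and the correlation was also computed with different SCR libraries for each knockdown. A further test, chosen after seeing the data, called genes in one knockdown without 1 SCR library and took their change in the other knockdown against that library alone.

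Alternatives were other size factors, other filters, DESeq2 1.42.0, limma on log2 TPM, all 9 libraries in one fit, a replicate block, length-scaled counts, other thresholds, the removal of trends with gene length or GC content, and leaving out each library in turn. Trends were removed per library by lowess with a span of 0.3 on genes with a mean log2 CPM above 1. Gene length in these trends was the mean effective length of a gene's transcripts, weighted by their TPM in these libraries. Correlations of log2 fold change with it were taken over the same genes with a mean log2 CPM above 1. List tests with a trend removed were run on log2 CPM, so their camera p-values compare with those of log2 CPM without the removal and not with those of the count fits. Bootstrap estimates of salmon were not used here, and sleuth was replaced by edgeR. Tables were computed with pandas 2.3.3 and NumPy 2.4.6 in Python 3.11.15, and plots were drawn with matplotlib 3.10.9.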

Results

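Expression was measured in K562 cells treated with siRNA that was non-targeting (SCR) or directed against DHX34 or UPF1, with 3 libraries in each group. The SCR libraries held 74639655, 73478797 and 93268759 expected counts. The DHX34 knockdown libraries held 100737568, 74235285 and 82196707, and the UPF1 knockdown libraries 75295290, 94476843 and 103625443. The 10 most abundant genes took between 4.8% and 5.63% of the counts of a library.

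Each knockdown was compared with SCR to ask which genes respond to loss of the helicase or of the core NMD factor. DHX34 (ENSG00000134815, chromosome 19, 47349315 to 47382704) fell from 70.7 ± 1.37 CPM in SCR to 31.9 ± 2.84 in the DHX34 knockdown (SD, n = 3). Its log2 fold change there was -1.23 (SE 0.05, edgeR adjusted p 3.33e-07). In the UPF1 knockdown DHX34 was at 76.7 ± 1.87 CPM (SD, n = 3). UPF1 (ENSG00000005007, chromosome 19, 18831959 to 18868230) fell from 250.9 ± 8.88 to 108.3 ± 1.27 CPM in the UPF1 knockdown (SD, n = 3), a log2 fold change of -1.31 (SE 0.031, edgeR adjusted p 2.41e-10). In the DHX34 knockdown UPF1 was not called changed (log2 fold change -0.01, edgeR adjusted p 0.886).

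DHX34 knockdown changed 1768 of 17004 genes tested, 942 up and 826 down. For 1763 of them (99.7%) all 3 knockdown libraries lay on one side of all 3 SCR libraries in CPM. Among all genes tested 44.1% were separated. Chance gives 10% only without a common shift, and these CPM were not corrected by TMM size factors. Those factors were 0.946 to 0.974 in SCR and 1.008 to 1.034 in the DHX34 knockdown. A common shift can therefore separate genes, so 44.1% is not the share that responded. The calls were made on the same libraries, so the share among called genes is not independent evidence. Of the changed genes 108 rose and 17 fell by more than 2-fold, and the median absolute log2 fold change was 0.34. The alternative that moved this count most was an adjusted p of at most 0.05, with 4403 genes, and without SCR replicate 3 it was 781. Log2 fold changes rose with gene length, taken as effective length. Spearman's rho was 0.426 across genes with a mean log2 CPM above 1, which are not independent replicates. After that trend was removed 65.4% of the calls remained, an alternative chosen after seeing the data.

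After UPF1 knockdown 4345 of 17184 genes were called changed, 2131 up and 2214 down. Groups did not overlap in CPM for 4100 of them (94.4%), and for 52.8% of all genes tested. TMM size factors were 1.022 to 1.03 in the UPF1 knockdown, above all SCR values, so the 10% given by chance is again no fair baseline. DHX34 was separated in this way although its log2 fold change was 0.015 (edgeR adjusted p 0.754). Length-scaled counts gave 2808 genes and a threshold of 0.05 gave 6917. The correlation of log2 fold change with gene length was 0.304 (Spearman across genes with a mean log2 CPM above 1), and 78.1% of the calls remained with that trend removed. A direct comparison of the UPF1 with the DHX34 knockdown, which needs no SCR library, called 3026 of 17435 genes, 1724 higher in the UPF1 knockdown and 1302 lower.

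Among genes with a mean of at least 5 CPM, THBS1 (ENSG00000137801, chromosome 15, 39581079 to 39599466) rose in the DHX34 knockdown from 1.18 ± 0.255 to 12.6 ± 1.02 CPM (SD, n = 3), with a log2 fold change of 3.31 and an edgeR adjusted p of 3.33e-07. SSX2B had a log2 fold change of 4.13, but its near-identical copy SSX2 shares reads with it and only 2 of 6 fits that left out a library called it. ITGA2B and INPP5D rose by log2 fold changes of 1.92 and 1.91. Among the falls, the lncRNA ENSG00000262160 on chromosome 16 had a log2 fold change of -2.77, IGF1 -2.24 and MS4A3 -1.27. DHX37 had -1.53 and was called in only 2 of 6 fits that left out a library.

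Under the same rule the largest rise after UPF1 knockdown was that of ASNSP1 (ENSG00000290398, chromosome 8, 46579213 to 46638886), from 2.03 ± 0.195 to 14.9 ± 0.781 CPM (SD, n = 3). Its log2 fold change was 2.77 (SE 0.092, edgeR adjusted p 1.57e-09). ENSG00000291124 rose by 2.77, ENSG00000291207 by 2.37 and ENSG00000280325 by 2.25. The pseudogene SMG1P1 went from 4.19 ± 1.01 to 22.2 ± 1.54 CPM (SD, n = 3), but it shares sequence with related copies, so its level is uncertain. Log2 fold changes of the falls were -2.25 for ENSG00000262160, -1.79 for CD3D, -1.65 for SH2D1B, -1.38 for CD52 and -1.31 for UPF1 itself.

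Whether the knockdowns change the same genes was tested over the 16752 genes tested in both. Of 936 genes up in the DHX34 knockdown 325 were also up in the UPF1 knockdown, or 34.7%, where chance gives 118.4 genes (odds ratio 4.16, Fisher's exact p 7.69e-73). Of 826 genes down in the DHX34 knockdown 522 were also down, or 63.2%, where chance gives 109.2 (odds ratio 14.4, Fisher's exact p 3.49e-265). These tests take genes as independent and both comparisons use the same SCR libraries. How far the shared SCR libraries raise the overlap was not tested. A smaller number went opposite ways, 84 up with DHX34 and down with UPF1 siRNA and 64 the reverse. Without SCR replicate 1 the number up in both was 145 and that changed in both was 421, and without SCR replicate 3 the number down in both was 189.

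Over the 995 genes changed in both, Pearson's r of the log2 fold changes was 0.681 and Spearman's rho 0.526, and 847 of them (85.1%) went in the same direction. The 4 genes beyond an absolute log2 fold change of 3, noticed after the values were plotted, carried much of Pearson's r, which was 0.54 over the other 991 genes, with a rho of 0.52. With different SCR libraries for each knockdown r ran from 0.651 to 0.673, and from 0.505 to 0.542 without those 4 genes, although the genes had been selected with all SCR libraries. When genes were called in one knockdown without 1 SCR library and compared in the other against that library alone, from 68.9% to 75.6% went in the same direction over the 6 assignments, where their up and down shares give 48.9% to 50.6% by chance. Over all 16752 genes r was 0.397, below the 0.466 to 0.533 that shared SCR libraries alone gave in simulation. The simulated groups held no changed genes, so a lower r does not show that sharing accounts for all of it. With different SCR libraries r over all genes ran from 0.128 to 0.165. Genes are not independent replicates, so no p-value is given for these correlations. Among genes with a mean of at least 5 CPM, MMP17, WDFY1, PTPRF, MDK and WDR36 had the largest rise in both. Their log2 fold changes in the DHX34 knockdown lay between 0.74 (PTPRF) and 0.95 (MDK). Under the same limit the genes with the largest fall in both were ENSG00000262160, DHX37, SPAST, SOCS3 and EPHB6. SPAST was called in only 1 of 6 fits of the DHX34 knockdown that left out a library. PTPRF was called in neither knockdown with length-scaled counts or with limma on log2 TPM. DHX37 and SPAST were called in neither knockdown with limma on log2 TPM, and EPHB6 not in the DHX34 knockdown. With length-scaled counts DHX37 was not called in the DHX34 knockdown either (edgeR adjusted p 0.0202).

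**Figure D1:**
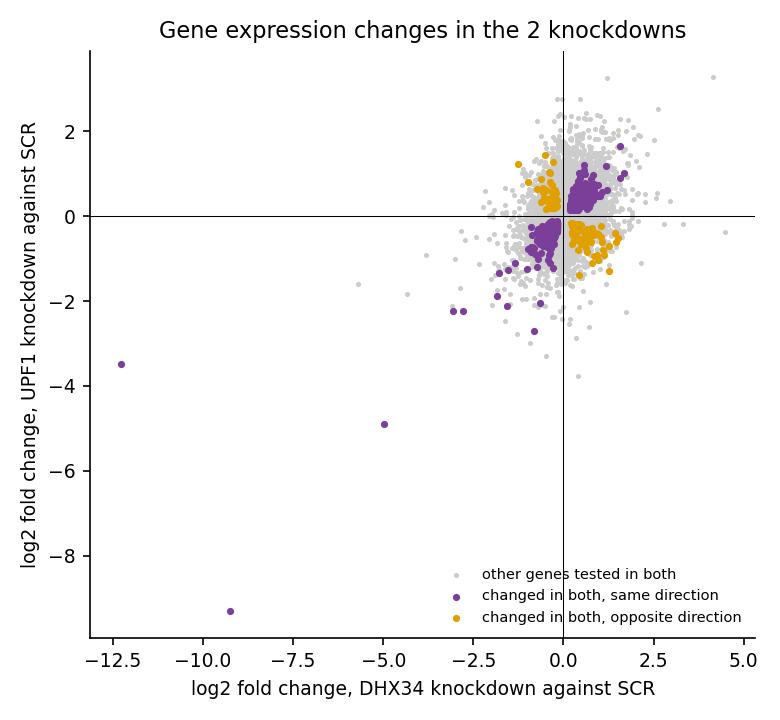
Log2 fold change against SCR of each gene tested in both knockdowns, DHX34 on the horizontal and UPF1 on the vertical axis. Purple points are the 847 genes changed in both in the same direction, yellow points those changed in opposite directions and grey points all others, and 4 purple genes lie beyond an absolute log2 fold change of 3.

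Single transcripts were called less often than genes. After DHX34 knockdown 28 of 60416 transcripts changed, 21 up and 7 down, while 9208 had an unadjusted p under 0.05. Each of the 6 fits that left out a library called 0 transcripts, and between 8084 and 8903 of them then had an unadjusted p under 0.05. DESeq2 called 2739. UPF1 knockdown changed 1620 of 62497 transcripts, 606 up and 1014 down, and fits that left out a library called from 37 to 569. The direction of most calls depended on the setting. DESeq2 called 3721 up and 4948 down, but limma on log2 TPM 1614 up and 188 down with a pseudocount of 0.5. Without SCR replicate 2 there were 203 up and 366 down. Each other fit without a library called more up than down, such as 31 up and 6 down without UPF1 knockdown replicate 1. Transcript usage changed in 374 of 10531 genes in the DHX34 knockdown and in 668 of 10638 in the UPF1 knockdown. Limma on transcript shares called 320 and 1092 genes, of which 207 and 513 were called by both tests.

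The study asked whether loss of DHX34 raises NMD substrates as loss of UPF1 does. The NMD-biotype ratio over 3830 genes was -3.73 ± 0.022 in SCR, -3.70 ± 0.033 in the DHX34 knockdown and -3.18 ± 0.027 in the UPF1 knockdown (log2, SD, n = 3). The difference was 0.03 for DHX34 (exact permutation p 0.4) and 0.55 for UPF1 (exact permutation p 0.1, the smallest possible). With a pseudocount of 1 TPM the DHX34 difference was -0.07 and the UPF1 difference 0.22. NMD-biotype transcripts took 2.21% ± 0.0319 of TPM in SCR, 2.27% ± 0.0365 in the DHX34 knockdown and 2.99% ± 0.0202 in the UPF1 knockdown (SD, n = 3). For this share all 3 DHX34 knockdown libraries (lowest 2.247%) lay above all 3 SCR libraries (highest 2.238%), by a small margin, unlike for the ratio. In the transcript fits the median log2 fold change of NMD-biotype transcripts minus that of protein-coding ones was -0.002 for DHX34 (camera p 0.619, fry p 0.838) and 0.55 for UPF1 (camera p 6.01e-09, fry p 8.91e-06). Of 6111 NMD-biotype transcripts 129 rose and 12 fell in the UPF1 knockdown. Of 5501 in the DHX34 knockdown 0 were called, with 547 at an unadjusted p under 0.05, 242 up and 305 down.

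**Figure D2:**
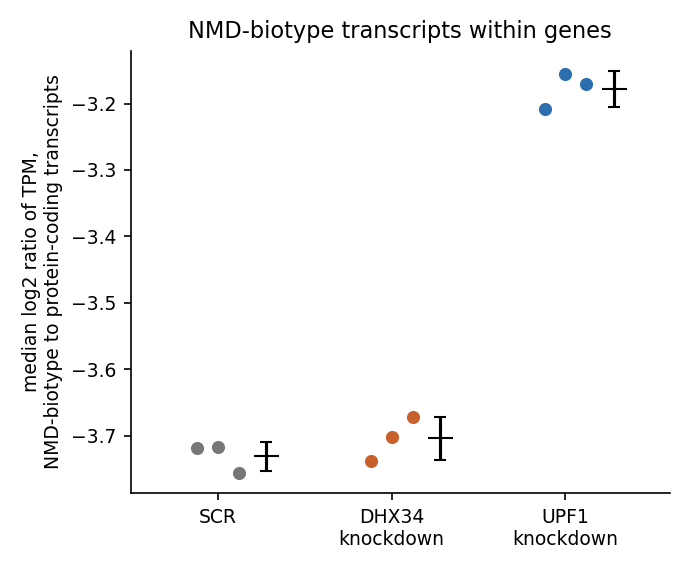
Median over 3830 genes of the log2 ratio of NMD-biotype to protein-coding TPM in each library, by group, with the mean and SD of each group in black (n = 3). The 3 UPF1 knockdown libraries lie above all others, and the DHX34 knockdown and SCR libraries overlap.

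Of the 20 known NMD targets 17 rose and 0 fell in the UPF1 knockdown, with a median log2 fold change of 0.51 (camera p 1.12e-36, fry p 1.9e-06). Adjusted over the list alone, 18 rose. In the DHX34 knockdown 0 rose and 4 fell, over all genes and adjusted over the list alone, and the median was -0.04 (camera p 0.00137, fry p 0.00379). The 4 genes were ZFAS1 with a log2 fold change of -0.56, GAS5 with -0.51, GADD45A with -0.37 and ATF4 with -0.25. Between the knockdowns the list differed by a median of 0.49 on the log2 scale, with 18 of 20 genes higher in the UPF1 knockdown (camera p 1.14e-44, fry p 2.65e-06).

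Erythroid genes were examined because the study addresses erythroid differentiation and K562 cells express them. After DHX34 knockdown 0 of 18 rose and 7 fell, and adjusted over the list alone 2 rose and 8 fell. The median log2 fold change was -0.12 (camera p 2.12e-05, fry p 0.000475), and -0.05 with the gene length trend removed, an alternative chosen after seeing the data. On log2 CPM, the form in which that trend was removed, the camera p was 0.00994 before and 0.0927 after the removal. For UPF1 knockdown 1 rose (TFRC) and 13 fell, or 1 and 14 adjusted over the list alone, with a median of -0.46 (camera p 5.7e-26, fry p 2.09e-06). HBA1 and HBA2 share reads, as do HBG1 and HBG2, so single values of these genes are uncertain. The difference between the knockdowns was -0.47 (camera p 6.56e-11, fry p 1.54e-05). All camera calls below 0.05 on these lists held under fry.

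The 16 AML/MDS genes did not change as a set in the DHX34 knockdown (median log2 fold change 0.03, camera p 0.692, fry p 0.621) or in the UPF1 knockdown (median -0.02, camera p 0.616, fry p 0.27). In the DHX34 knockdown 1 gene rose (KMT2D) and 2 fell (ELK1, U2AF1), or 2 and 2 adjusted over the list alone. In the UPF1 knockdown 3 rose (CDK6, MGA, RBM39) and 2 fell (ELK1, SRSF2), or 4 and 3 adjusted over the list alone. The study chose this list on these libraries, so the counts are not independent evidence.

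**Figure D3:**
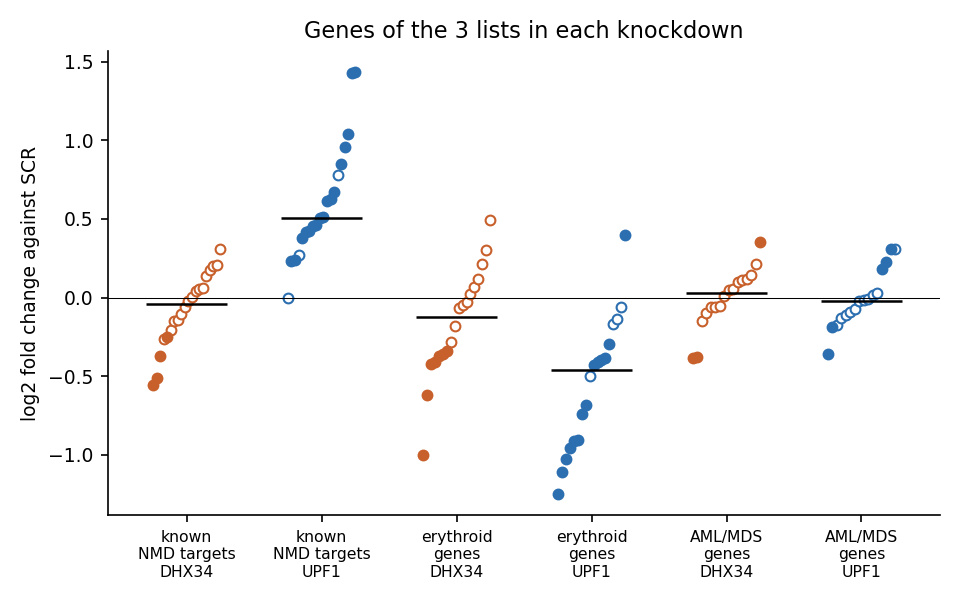
Log2 fold change against SCR of each gene of the 3 lists, DHX34 knockdown in orange and UPF1 knockdown in blue. Filled points are genes called changed and black lines are medians, 0.51 for the known NMD targets in the UPF1 knockdown and -0.04 in the DHX34 knockdown.

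The authors' deposited table for DHX34 listed 1419 genes, 670 with a positive and 749 with a negative b. Of the 1412 that were tested in the gene fit 1042 were called changed (73.8%), and 1042 of these had the same direction. The authors' deposited table for UPF1 listed 3594 genes, 1276 positive and 2318 negative. Of the 3524 tested 2725 were called (77.3%), 2716 in the same direction. The listed transcript had an SCR mean under 1 count for 55 genes in the authors' deposited table for DHX34 and for 73 in that for UPF1. For the 90 tested genes with an absolute b over 3 in the authors' deposited table for DHX34, the median absolute log2 fold change of the gene sums was 0.199. Both of the authors' deposited tables held 748 genes in common, among them 176 positive in both, or 26.3% of the genes positive for DHX34. The correlation of b over the 748 genes in the authors' deposited tables was 0.654, and 0.521 over the 710 genes whose listed transcripts were not at 0 in a whole group. It was 0.464 over the 697 genes whose listed transcripts had a mean of at least 5 counts in every group. The same transcript was listed in both for 471 of the 748 genes, so for the rest b compares different transcripts. For the log2 fold changes of the gene sums over the common genes r was 0.73.

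Splicing was compared through the authors' deposited tables of events. For DHX34 the authors' deposited table held 570 events in 336 genes, with 302 positive and 268 negative dPSI values. Alternative first exons made up 278 of them (48.8%) and skipped exons 119 (20.9%). For UPF1 the authors' deposited table held 1123 events in 637 genes, of which 371 were skipped exons (33%) and 345 alternative first exons (30.7%). A p-value of at most 0.01 left 113 and 292 events. PSI could be recomputed per library for 454 of the 570 DHX34 events and 955 of the 1123 UPF1 events. Events without a recomputed PSI count as not recovered. The recomputed PSI recovered the dPSI of 415 DHX34 events (72.8% of those listed) and 858 UPF1 events (76.4%). Among these the 3 knockdown libraries did not overlap the SCR libraries for 288 DHX34 events (69.4%) and 739 UPF1 events (86.1%), where chance gives 10% for unselected events. The events had been selected on the same libraries, so these shares are not independent evidence. Recovery rests on the same deposited TPM as well. It checks which transcripts an event was given and is not evidence for or against the event.

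**Figure D4:**
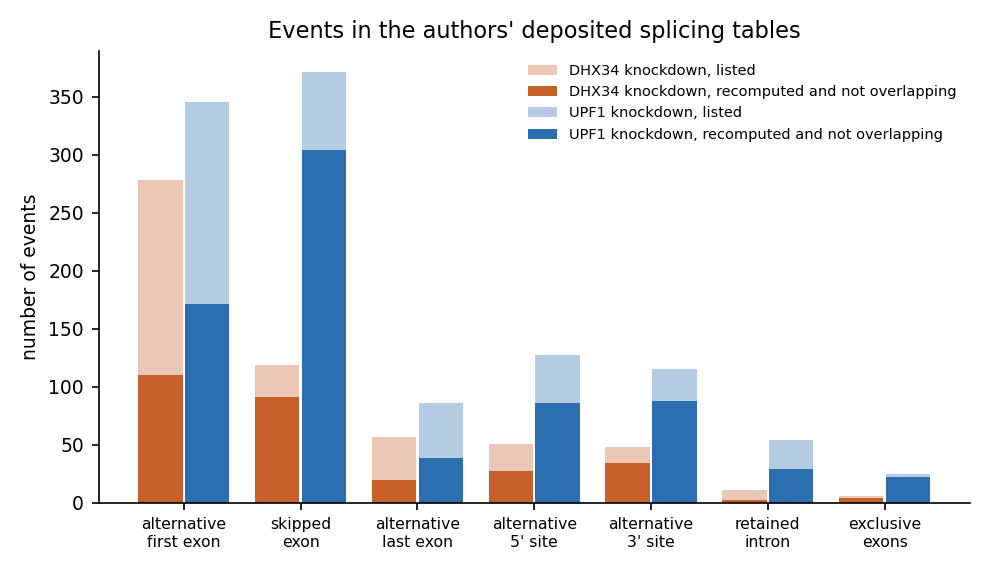
Number of events of each type in the authors' deposited splicing tables, DHX34 knockdown in orange and UPF1 knockdown in blue. The dark part of each bar counts events whose recomputed PSI recovered the listed dPSI and did not overlap between groups, 110 of 278 alternative first exons and 91 of 119 skipped exons for DHX34. PSI could be recomputed for 196 of these alternative first exons and 116 of these skipped exons.

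Both tables shared 237 events (41.6% of the DHX34 events), and 217 of them (91.6%) had the same sign. Over 411 DHX34 events the shifts in PSI in both knockdowns had an r of 0.793 with the same SCR libraries and from 0.495 to 0.68 with different ones. These events had been selected with all SCR libraries, and no value for unchanged groups was computed, so how much of the common sign and of r comes from the shared SCR libraries was not tested. Genes with a listed DHX34 event were called changed in the gene fit more often than other genes with several transcripts, 63 of 323 (19.5%) against 13.9% (odds ratio 1.5, Fisher's exact p 0.00562). For UPF1 it was 286 of 614 (46.6%) against 33.9% (odds ratio 1.7, Fisher's exact p 3.53e-10). Expressed genes can pass either test more easily, and this was not adjusted for.

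Among events with a TPM of at least 10, the one with the largest absolute dPSI in both of the authors' deposited tables was an alternative first exon of PRAME (chromosome 22, 22557580 to 22559361), with 0.997 for DHX34 and 0.969 for UPF1. Its recomputed PSI was 0% in each SCR library and 99.7% ± 0.4 in the DHX34 knockdown (SD, n = 3). This PSI rests on how salmon assigned counts to isoforms, so the shift can reflect the assignment as well as the RNA. Under the same TPM limit, and with 1 event per gene, the next in the authors' deposited table for DHX34 were NONO (-0.759), MARCH6 (0.726), CCNG1 (0.516) and AKT2 (-0.488). MARCH6 had a recomputed PSI of 23.2% ± 32.8 in SCR and AKT2 one of 54.7% ± 39.6 (SD, n = 3), so the SCR libraries differed widely. The events of NONO and CCNG1 had no recomputed PSI, so they count as not recovered. Under this limit PRAME was followed in the authors' deposited table for UPF1 by LRRC75A-AS1 (-0.894), NONO (-0.708), HNRNPH3 (0.700) and CCNG1 (0.510). The HNRNPH3 event was recovered, at 5.8% ± 1.9 in SCR and 75.9% ± 3.5 in the UPF1 knockdown (SD, n = 3).

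Among the 16 AML/MDS genes 14 had at least 1 of 15 events in the authors' deposited table for DHX34, and 6 of these events were recovered. Of the events not recovered only that of U2AF1 had a recomputed PSI. A skipped exon of SF3B1 (chromosome 2, 197418896 to 197418951) went from 18.1% ± 2.5 in SCR to 30.1% ± 3.8 in the DHX34 knockdown and 26.1% ± 5.0 in the UPF1 knockdown (SD, n = 3). For SRSF2 an alternative 3′ site went from 20.1% ± 10.6 to 45.8% ± 48.5 in the DHX34 knockdown (SD, n = 3), and the groups overlapped. The U2AF1 skipped exon had a dPSI of 0.163 in the authors' deposited table, and its recomputed PSI went from 2.3% ± 0.7 to 8.4% ± 3.5 (SD, n = 3), so it was not recovered. Transcript usage changed in 4 of the 16 genes in the DHX34 knockdown and in 6 in the UPF1 knockdown.

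The study also asked whether DHX34 acts on its own splicing. Exon 12b is a 75-base exon between exons 12 and 13 of DHX34 (GRCh38 chromosome 19, 47376915 to 47376989), present in a transcript that GENCODE annotates as an NMD substrate. Its PSI was 15.3% ± 2.76 in SCR, 31.3% ± 3.59 in the DHX34 knockdown and 19.4% ± 0.985 in the UPF1 knockdown (SD, n = 3). All 3 libraries of each knockdown lay above all 3 SCR libraries (exact permutation p 0.1 for each, the smallest possible). From expected counts instead of TPM the difference was 8.53 percentage points for DHX34 instead of 16.0. The transcript with the exon was at 2.79 ± 0.548 TPM in SCR and 2.94 ± 0.158 in the DHX34 knockdown (SD, n = 3, exact permutation p 0.9), while the transcript without it fell from 15.4 ± 0.515 to 6.50 ± 0.818 TPM (SD, n = 3, exact permutation p 0.1). With UPF1 siRNA the transcript with the exon was at 4.20 ± 0.233 TPM and the one without it at 17.5 ± 0.437 TPM (SD, n = 3).

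**Figure D5:**
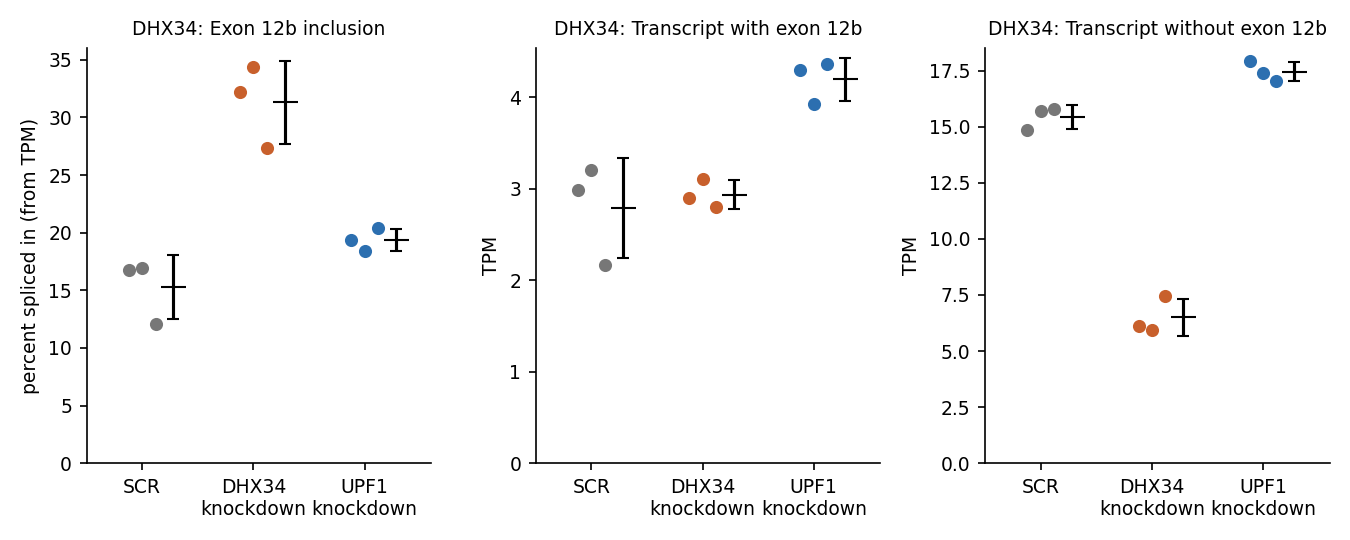
Share of DHX34 exon 12b spliced in, in percent, and TPM of the transcripts with and without it, one point per library, with the mean and SD of each group in black (n = 3). In the DHX34 knockdown the transcript without the exon fell to 6.50 TPM while the transcript with it stayed within the range of SCR, at 2.94 TPM.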

Values the study reported

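In K562 cells the study reported that 176 of 670 RNAs with higher levels after DHX34 depletion also rose after UPF1 depletion, which it gave as 26%. It reported a Pearson correlation of 0.65 for this coregulation. It counted 570 splicing changes after DHX34 depletion, with 278 in alternative first exons and 119 in cassette exons.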

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

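The tests of library size below were chosen after the results were seen, while those of gene length on the lists were chosen after seeing the data but before their own results were seen.

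Known NMD targets differed between the knockdowns: the median of the log2 difference, UPF1 minus DHX34, was 0.49 (0.488 before rounding), and 18 of 20 genes were higher in the UPF1 knockdown (camera p 1.14e-44). The direct comparison uses no SCR library, so shared controls cannot produce it. Of the 10 splits of the 6 libraries of the UPF1 comparison 1, the real one, gave a camera p as small for this list, and the lowest p of the others was 1.69e-05. For the DHX34 comparison 2 of the 10 splits did, so its lower NMD targets (median -0.04) are weak evidence, although their camera p on log2 CPM was 0.0382 before and 0.0172 after the gene length trend was removed, so length is not the whole cause. A candidate explanation for the difference is that loss of UPF1 impairs decay of these genes far more than loss of DHX34 at the depletion reached. The depletion of protein was not measured in these files, so incomplete DHX34 depletion stays open.

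The NMD-biotype ratio showed the same difference between the knockdowns, with 0.53 (0.525 before rounding) for UPF1 minus DHX34 (exact permutation p 0.1, the smallest possible). The lowest UPF1 knockdown library lay 0.463 above the highest of all other libraries, while library totals overlapped between groups, which argues against library size as the cause. The 10 most abundant genes took 4.9% to 4.92% of the counts in the UPF1 knockdown, within the 4.8% to 5.14% of the DHX34 knockdown, where the ratio did not rise, which argues against a few abundant genes. For the set test of NMD-biotype transcripts 1 of the 10 splits was as extreme for UPF1 and 4 of the 10 splits for DHX34. With 10 splits the share cannot go below 0.1, so chance cannot be told apart from an effect by this count alone. Impaired decay of these transcripts in the UPF1 knockdown may account for the ratio, as a hypothesis.

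Erythroid genes also differed between the knockdowns, by a median log2 difference of -0.47 (-0.465 before rounding; camera p 6.56e-11). Of the 10 splits 1 gave a camera p as small in each knockdown. For the UPF1 knockdown the median was -0.49 with the gene length trend removed, so length is not the cause there. For the DHX34 knockdown the camera p on log2 CPM was 0.00994 before and 0.0927 after the removal of that trend, and the median went from -0.12 to -0.05, so the fall may go with gene length. Whether the UPF1 fall reflects a change in cell state was not tested.

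The mean fragment length, a property no comparison of the report uses, was 255 bases in each SCR library and 259, 260 and 259 in the DHX34 knockdown libraries, a difference of 4.33 bases (exact permutation p 0.1, the smallest possible). The UPF1 knockdown libraries had 252, 253 and 257. The lowest DHX34 knockdown library lay 4 bases above the highest SCR library while library totals overlapped, so library size is not the cause. Fragment length could shift counts with gene length, but 1156 of the gene calls remained with the length trend removed, so it is not the whole cause of the calls. Library preparation batches are not given in the labels, so a batch that follows the groups cannot be excluded, and no biological explanation was tested.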

How the results depend on the processing

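The 28 results that answer a comparison were recomputed under 271 alternatives, and 198 of these left the result the same: the direction and the side of the threshold for a test, a count within 1.5 times, or a value with no test moved by less than the SD between replicates. The causes of the changes below were not tested unless given.

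For genes changed in the DHX34 knockdown (1768), no filter gave 3396, DESeq2 3034, limma on log2 TPM 879 and 966 with pseudocounts of 0.5 and 0.1, a replicate block 1007, length-scaled counts 770 and an adjusted p of 0.05 gave 4403. Fits that left out a library gave from 781 (without SCR replicate 3) to 1785 genes. With the length trend removed, added after seeing the data, there were 1618, and 1156 of the original calls remained. For UPF1 (4345), length-scaled counts gave 2808 and the threshold of 0.05 gave 6917, and fits that left out a library gave 3187 to 3733. Between the knockdowns (3026) the threshold of 0.05 gave 5691 and leaving out a library gave 1915 (without UPF1 knockdown replicate 2) to 3865. With limma on log2 TPM the median log2 fold change of all genes was 0.13 and 0.17 in the DHX34 knockdown, against 0.02 on the count scale, and 0.17 and 0.21 in the UPF1 knockdown, against 0.02, and with the larger pseudocount 89.4% and 91.9% of calls were up. Directions relative to the median gene are therefore those of the count scale.

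Transcript calls depended most on the setting. In the DHX34 knockdown (28) RLE size factors gave 4, no filter 110, a TPM filter 109, DESeq2 2739, limma on log2 TPM 200 and 253, all 9 libraries 382, a replicate block 0 (7164 at an unadjusted p under 0.05), the 0.05 threshold 1582, and each fit without a library 0. In the UPF1 knockdown (1620) DESeq2 gave 8669, the block 0 (12739 at an unadjusted p under 0.05), the 0.05 threshold 6435 and fits without a library 37 to 569. Fewer samples or residual degrees of freedom are part of the construction of the block and left-out fits. For transcript usage fits without a library gave from 457 to 586 genes for DHX34 (586 without SCR replicate 2) and from 615 to 882 for UPF1. For UPF1 an adjusted p of 0.005 gave 422 and limma on shares, added after seeing the data, gave 1092.

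The number of genes up in both (325) was 761 without a filter, 532 with DESeq2, 1019 at 0.05, 131 with length-scaled counts (added after seeing the data), and from 145 (without SCR replicate 1) to 326 without a library. Pearson's r over genes changed in both (0.681) was 0.876 without a filter, 0.777 with length-scaled counts and from 0.682 to 0.824 without a library (highest without SCR replicate 1). The number up in both could not be computed with different SCR libraries, since one arm then holds 1 SCR library.

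The median of the erythroid genes in the DHX34 knockdown was -0.049 with the length trend removed, added after seeing the data (camera p 0.0927, against 0.00994 on the same log2 CPM without the removal, and from 1.07e-07 to 0.0927 over the alternatives). Some results reversed, as follows. The set test difference for NMD-biotype transcripts in the DHX34 knockdown was 0.003 with a replicate block and from -0.035 to 0.027 without a library. UPF1 in the DHX34 knockdown was 0.13 and 0.131 in limma on log2 TPM, and from -0.038 to 0.009 without a library. DHX34 in the UPF1 knockdown (0.015) was called up in limma on log2 TPM, at 0.257 and 0.262 (limma adjusted p 0.00363 and 0.00344), was -0.049 with the length trend removed, and from -0.002 to 0.028 without a library. SRSF2 in the UPF1 knockdown, called down at -0.187 on the count scale, was 0 on the TPM scale, no longer below 0, as the alternative shifts all genes. The NMD-biotype ratio difference for DHX34 was -0.067 with a pseudocount of 1 TPM, and from 0.011 to 0.044 without a library. It kept its direction for UPF1 but was 0.225 with that pseudocount, which by construction shrinks low values, 0.518 at 1 TPM, and from 0.54 to 0.568 without a library.

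A q-value of 0.0005 left 918 genes in the authors' deposited table for DHX34. A p-value of 0.01 left 113 DHX34 and 292 UPF1 events. Exon 12b inclusion rose by 8.53 and 1.99 percentage points from expected counts instead of 16.0 and 4.09, since counts favour the longer form, and from 14.4 to 18.0 for DHX34 and from 2.5 to 4.94 for UPF1 without a library.

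The report names 89 gene results. In the settings other than a left-out library or the TPM scale, 770 values were the same, 30 fell short of the threshold and 1 reversed. Left-out libraries gave 39 below the threshold, in 11 gene results, and 4 reversed. The TPM scale gave 49 below it, 2 newly past it and 4 reversed. Replicate numbers did not pair the samples, as correlations of residuals between libraries of one number ran from -0.265 to 0.292. On simulated genes with a mean of at least 100 counts 73% of 1.4-fold changes were called.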

Other observations

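Tests on GC content, on exon 12b, on the length trend over genes called in each knockdown and on their correlation over genes changed in both were chosen after the results were seen, as was that with separate SCR libraries. For counts from a model across all genes the 10 splits of 6 libraries were compared. The real split was the only 1 of 10 with as many genes changed in the DHX34 and in the UPF1 knockdown (others 0 to 1). It was also the only 1 for transcripts changed in either knockdown, genes differing between them and genes up in both (others 0). Since the other splits called at most 1 gene, their number up in both was bound to be near 0, so that comparison adds little. For transcript usage the real split was again the only 1 of 10, but the other splits still gave 62 to 107 genes for DHX34 and 71 to 112 for UPF1. Limma on shares gave 0 to 6 and 0 to 14 there. For the AML/MDS genes 8 of the 10 splits in the DHX34 and 4 of the 10 splits in the UPF1 comparison were as extreme.

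The shared SCR libraries could account for much of the correlation over all genes, but not clearly for all of it. With different SCR libraries r ran from 0.128 to 0.165 and was positive in each assignment. Simulation of unchanged groups gave 0.466 to 0.533. It held no changed genes, so it cannot settle how much of r is due to sharing. Over genes changed in both r was at least 0.651 with different SCR libraries, but these genes were chosen with all SCR libraries, so for them an effect of sharing cannot be told apart by this value. With separate SCR libraries for calling genes in one knockdown and for their change in the other, at least 68.9% went in the same direction, against at most 50.6% by chance. Noise in the shared libraries is therefore not the cause of the common direction, while anything that all 3 SCR libraries have in common stays open. With the gene length trend removed r was 0.647 over genes changed in both. It was not computed without the genes beyond an absolute log2 fold change of 3, so it cannot tell whether length matters for the others. Of the 810 genes then changed in both, 239 were up in both and 394 down in both, so a common direction remained without that trend. Over all genes r was 0.398 with the trend removed, which decides nothing because the shared libraries remain.

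Gene length went with the log2 fold changes, yet 65.4% of the DHX34 calls and 78.1% of the UPF1 calls remained with that trend removed, so length is not the whole cause of the calls. The rest of the DHX34 calls may depend on it. With a GC content trend removed 92.3% of the DHX34 calls remained.

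Ribosomal protein genes were lower in both knockdowns, with a median log2 fold change of -0.31 over 79 genes for DHX34 (60 down, 0 up) and -0.32 for UPF1 (72 down, 1 up), and -0.15 and -0.12 on the TPM scale. Of 10000 gene lists matched on length and expression the lowest had -0.292 for DHX34, so length does not account for all of that fall, although the median of the lists was -0.25. For UPF1 the lowest list had -0.379 and 3.98% of the lists were as low. Both wordings of what that test would show were met, inside the range of lists yet below nearly all of them, so length and a specific fall cannot be told apart there, and the reading was settled after the values were seen. Most of the fall in both knockdowns was shared by genes of similar length and level.

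A shift from erythroid towards megakaryocytic expression may go with the lower erythroid genes in the DHX34 knockdown. Of 20 markers 13 were tested, with a median of 0.50, 6 up and 1 down (camera p 2.38e-06, fry p 3.16e-06). ITGA2B and THBS1 had been seen before the list was written, and without them the camera p was 0.241 and the fry p 0.000369, so the tests differ and the question stays open. In the UPF1 knockdown the markers had a camera p of 0.472 and a fry p of 0.0268, with 1 up and 3 down. The most abundant markers in SCR, NFE2 at 254.6 and GP1BB at 177.6 CPM, did not rise in the DHX34 knockdown.

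Large b values in the authors' deposited tables may come from counts moved between isoforms of a gene. For 90 such genes in the authors' deposited table for DHX34 the median absolute log2 fold change of the gene sums was 0.199. In BUB1 the listed transcript went from 0 in each SCR library to 794.3, 1045.1 and 953.1 counts in the DHX34 knockdown, while the gene changed by 0.18. The correlation of b between the tables was 0.521 without transcripts at 0 in a whole group, lower than 0.654 with them, so they carry a part of it and how large a part cannot be told apart from the selection of genes. The gene sums of the common genes had an r of 0.73, so the correlation does not rest on such transcripts alone.

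The share of exon 12b in the DHX34 knockdown may rise only because the transcript without it is lost. The difference in TPM of the transcript with the exon was 0.147, less than its SD in SCR. Loss of the other form alone would give this, if siRNA against DHX34 spares the transcript with the exon. If it degrades both forms, a level that stays the same would need more of that transcript to be made or kept, which is a candidate explanation that stays open. Where the siRNA binds was not analysed here. The study also reported more of the isoform with this exon in an engineered catalytic mutant line, by RT-PCR and RNA sequencing. Loss of the other form to siRNA would not account for a rise in that line. Its libraries are not among those used here, so this was not examined.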
